A study of Homo sapiens with 6 samples. Its data were reported in "Intraductal xenografts show lobular carcinoma cells rely on their own extracellular matrix and LOXL1" (2021).

How the data were processed

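RNA was measured by sequencing in 6 samples of SUM44 cells, a human lobular breast cancer cell line, that had grown in the mammary ducts of immunodeficient mice. The cells carried a red fluorescent protein (RFP) and were sorted on it after the mice had received the vehicle PBS (3 samples) or β-aminopropionitrile, BAPN (3 samples). Groups and replicate numbers were taken from the sample titles. Where a label did not state that replicates came from separate mice, none was assumed, so the p-values measure the spread between these samples, which may be technical.

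The authors deposited read counts per gene, as whole numbers without normalization, in 1 table with 1 row per gene symbol. The sample records describe total RNA isolated with the miRNeasy Mini Kit and single-end reads from a NextSeq 500, and the paper states that adaptors were trimmed. The library kit of these samples is not given in the sources used here. The submitters' processing notes name FastQC 0.11.8, HISAT2 2.1.0 and featureCounts 1.6.2, limma, and the human build hg38, with no role or order. The computational methods of the paper instead name TopHat and the mouse genome mm9, which the human gene symbols of the deposited table contradict. The annotation release, the strand setting and the treatment of reads with several matches are not given in the sources used here. Reads from a gene and from an overlapping or antisense gene, and reads of near-identical gene copies, may therefore be divided in a way that cannot be checked. Reads from mouse cells that passed the sort could also have been counted where they resemble human sequence.

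The table held 56392 rows, of which 23806 had 0 counts in every sample. The 37 rows of mitochondrially encoded genes and RNAs were listed at 0 in all samples, so nothing is said about them. Total counts per sample ran from 24893000 to 28373272. Gene symbols were matched to GENCODE release 29 on GRCh38, the same assembly as hg38: 54877 by name, 26 through an older symbol, and 1489 not at all; matched rows held 99.2% of the counts. Gene type, position and the GC content of the longest transcript came from that match. A GC value was had for 17131 of the 17448 tested genes (98.2%). Coordinates are those of GENCODE.

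The 3 pairs of replicates within each group were compared before averaging. Their counts differed by more than sampling noise in each case, with a chi-square per degree of freedom between 12.5 and 42.2 over genes with at least 20 counts in the pair, so no library was a copy of another of its group. Pairs across groups were not compared in this way.

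Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr with its defaults of at least 10 counts in enough samples and 15 in total) in R 4.3.3, with treatment as the only term. p-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. Unless another tool is named, an adjusted p of a gene is from this test. The standard error of a log2 fold change is its absolute value divided by the square root of F. Levels are read counts scaled to TMM-adjusted library sizes (CPM), given as mean ± SD with n = 3 per group. The common dispersion of the fit was 0.0253, a biological coefficient of variation of 15.9%.

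A total of 36 gene lists was fixed before the data were examined, from general knowledge, and 33 of them had at least 3 tested members. The lists were tested with camera in limma 3.58.1 (preset correlation 0.01), with Benjamini-Hochberg adjustment over the 33 lists, and again with an estimated correlation. Camera compares a list with the other genes. Fry, which tests a list against no change, was run as a separate question. A list level in a library is the mean log2 CPM of its tested members minus the PBS mean. Groups of single values were compared by 2-sided exact permutation tests, whose smallest p with 3 against 3 is 0.1. Principal components were computed on log2 CPM with a prior count of 2.

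Genes named in the text follow a rule set before the data were examined. The lysyl oxidases and a short list of matrix, proliferation and hormone receptor genes were always named. To these were added the 8 protein-coding genes that rose and the 8 that fell most among called genes with a mean of at least 5 CPM in the higher group and no overlap between groups. Each list that passed camera gave up to 4 called members with the smallest adjusted p, and each other list gave 1. At most 2 further genes per list could be named, and the text says where that was done. A total of 2 genes that the rule selects is not reported.

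The alternatives were voom with limma, DESeq2 1.42.0, RLE, upper quartile or no composition scaling, no filter on low counts, a filter of at least 5 CPM in 3 samples, the replicate number as a block, and leaving out each sample in turn. For principal components they were a prior count of 0.5 and the 500 most variable genes. A GC correction was added after seeing the data: a loess curve (span 0.3, degree 1) of each library's deviation from the gene mean on GC content, used as offsets in the same edgeR fit. The gene test was tested on simulated counts with the means, library sizes and dispersions of these samples and 200 changed genes. Of 100 genes changed 2-fold it recovered 60%, of 100 changed 1.5-fold 27%, and 6.45% of its calls were false. With a GC trend added to the simulated counts, stronger than that of the samples (Spearman's rho −0.702 against −0.385 between log2 fold change and GC content), and no correction, it called 1283 genes, of which 91.4% were false. After the correction it recovered 56% and 27%, and 13.5% of its calls were false. If the trend of the samples is technical, it may thus raise the share of false calls without correction by an unknown amount. The simulated shares depend on the 200 changed genes and set no bound for the samples. Figures were drawn with matplotlib 3.10.9.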

Results

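SUM44 cells come from an invasive lobular carcinoma, a breast cancer type that usually lacks the adhesion protein E-cadherin, and express the estrogen receptor. Cells marked with RFP were injected into the milk ducts of immunodeficient mice, which then received PBS or BAPN, a small irreversible inhibitor of the lysyl oxidases, the enzymes that crosslink collagen and elastin. RNA of the sorted tumor cells was sequenced in 3 samples from PBS-treated and 3 from BAPN-treated mice. Total counts were 26412898, 26301712 and 28373272 in PBS replicates 1 to 3 and 27720038, 24893000 and 27675616 in BAPN replicates 1 to 3. The comparison asks which transcripts of the tumor cells differ when lysyl oxidases are inhibited.

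In tumor cells from BAPN-treated mice 40 of 74 mitosis genes, 25 of 63 DNA replication genes and 13 of 39 DNA repair genes fell, and 0 of them rose. These lists passed camera, but not with a correlation taken from the data (adjusted p = 0.516, 0.81 and 0.81 with an estimated correlation). Before adjustment over the 33 lists these camera p-values were 0.0156, 0.0885 and 0.106. Genes that rose included UGT2B4, ERP27, IL1R1 and TNFSF10. Of 17448 tested genes, 399 rose and 481 fell with BAPN, and 825 of these 880 genes were protein-coding. Groups did not overlap for any of the 880, where chance alone gives 10% of genes and 28.9% of all tested genes showed it. Of the called genes, 92 rose and 96 fell by more than 1 on the log2 scale. At the thresholds the study states, an adjusted p under 0.05 and an absolute log2 fold change above 0.5, 251 protein-coding genes rose and 339 fell. Genes that rose had a median transcript GC content of 42.3% and genes that fell one of 57.2%, against 47.9% for all tested genes. After a GC correction, chosen after seeing the data, 165 genes rose and 157 fell, and 294 of these 322 were also called without it. Leaving out 1 sample gave between 43 genes (without PBS replicate 1) and 220 (without PBS replicate 2) in 5 of the 6 cases, and 2086 without BAPN replicate 1. Of 63 genes that passed and were selected for naming, 11 passed in all 6 of these cases, and the GC correction ended the call of 25.

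The first principal component held 43.8% of the variance and separated the treatments. PBS replicates 1, 2 and 3 scored −37.1, −11.3 and −34.6, and BAPN replicates 1, 2 and 3 scored 1.18, 36.5 and 45.3 (exact permutation test, 2-sided p = 0.1, the smallest that 3 against 3 samples allow). BAPN replicate 1 lay between the PBS samples and the other BAPN samples on this axis. It stood apart on the next component (18.4% of the variance) with a score of 41.5, against −21.8 to 5.28 in the other samples.

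Mitosis genes fell together. Of 74 tested members of the mitosis and G2/M list, 40 fell and 0 rose over all genes tested (63 fell and 0 rose adjusted over the list alone), with a median log2 fold change of −0.65. MKI67, the proliferation marker on chromosome 10 (128096659 to 128126385), went from 167 ± 15.4 to 94.0 ± 9.97 CPM, a log2 fold change of −0.83 ± 0.11 (SE, adjusted p = 0.00925). Without PBS replicate 1 its adjusted p was 0.065. FOXM1, a transcription factor that drives G2/M genes, fell from 133 ± 6.81 to 63.6 ± 6.33 CPM, ESPL1 (separase) by 1.17 on the log2 scale, the checkpoint kinase BUB1B by 0.86 and the condensin subunit NCAPG by 0.90 (adjusted p = 0.00551 for each). Levels of the list in BAPN replicates 1, 2 and 3 were −0.73, −0.72 and −0.50, all below the PBS samples (−0.14 to 0.08). The list passed camera (adjusted p = 1.19e-50) but not with the correlation taken from the data (adjusted p = 0.516 with an estimated correlation, p = 0.0156 before adjustment over the lists). Fry, which tests a list against no change, gave an adjusted p of 0.0733. Its median GC content, 42.6%, was below that of tested genes, and after the GC correction 34 members fell with a list median of −0.68.

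**Figure D1:**
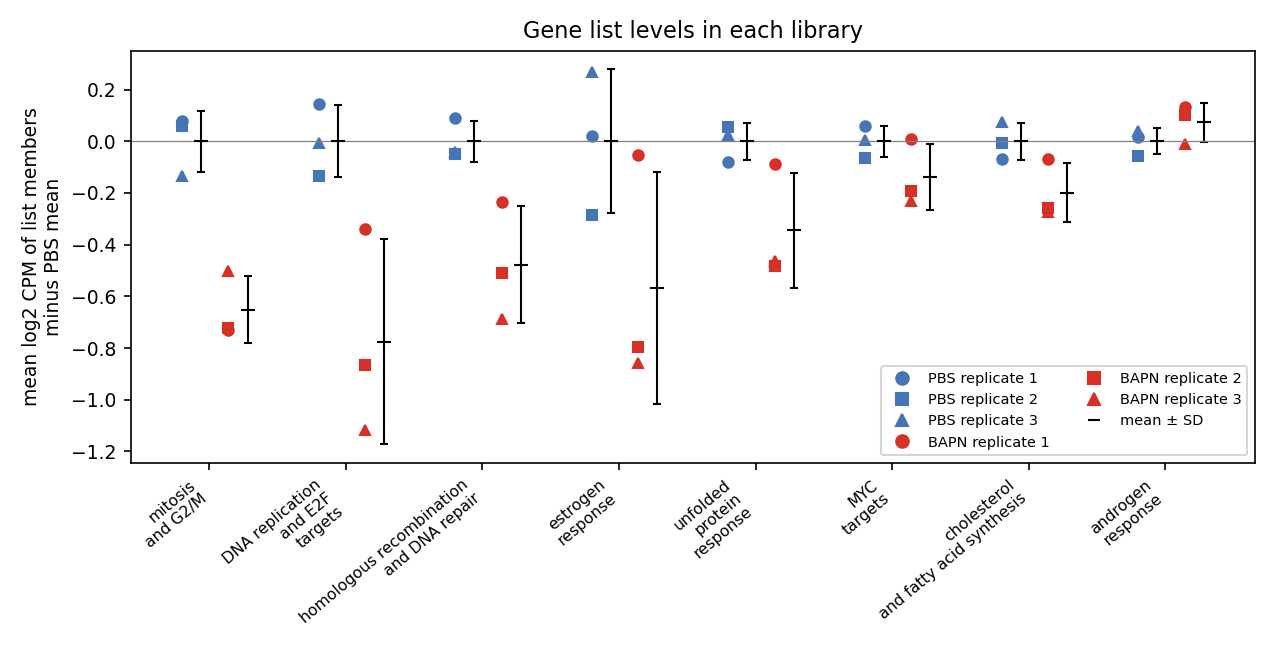
Mean log2 CPM of the tested members of 8 gene lists, minus the PBS mean (vertical axis), in each library; blue points are PBS and red points BAPN samples, shapes give the replicate number, and black bars are mean ± SD (n = 3). The mitosis and replication lists were lower in all 3 BAPN samples, while for the estrogen response BAPN replicate 1 (−0.05) lay among the PBS samples.

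DNA replication genes were lower as well. Of 63 tested members of the replication and E2F list, 25 fell and 0 rose (54 fell adjusted over the list alone), with a median of −0.72. CDT1, which licenses replication origins, fell from 15.3 ± 1.84 to 6.66 ± 0.996 CPM (log2 fold change −1.20 ± 0.16, adjusted p = 0.0105). DNA ligase LIG1 fell by 0.87 (adjusted p = 0.0116), the origin subunit ORC6 by 0.90 (adjusted p = 0.0168) and the polymerase subunit POLD1 by 0.71 (adjusted p = 0.0235). List levels were −0.34, −0.87 and −1.12 in BAPN replicates 1, 2 and 3 against −0.13 to 0.14 in PBS (exact permutation test, 2-sided p = 0.1). The list passed camera (adjusted p = 2.04e-34) and lost the call otherwise (adjusted p = 0.81 with an estimated correlation). The fry test against no change gave an adjusted p of 0.214. After the GC correction 10 members fell with the median at −0.72, and POLD1, 65.0% GC, no longer passed (−0.44 ± 0.14, adjusted p = 0.137).

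In the homologous recombination and DNA repair list 13 of 39 tested members fell and 0 rose (24 fell adjusted over the list alone), with a median of −0.46. These included the recombination ATPase RAD54L (−1.10 ± 0.22, adjusted p = 0.0307), the Fanconi anemia genes FANCG (−0.69, adjusted p = 0.0235) and UBE2T (−0.69, adjusted p = 0.0294), and the nuclease DNA2 (−0.46, adjusted p = 0.0306). Camera called the list (adjusted p = 1.48e-12), a call that was lost (adjusted p = 0.81 with an estimated correlation). Fry against no change gave an adjusted p of 0.214. After the GC correction 6 members fell, the median was −0.52 and the list passed camera (adjusted p = 9.44e-23; adjusted p = 0.604 with an estimated correlation). FANCG (−0.52 ± 0.13) and RAD54L (−1.01 ± 0.22) then no longer passed (adjusted p = 0.074 and 0.0543). The study tested cell cycle, DNA repair, estrogen response and MYC target gene sets on these samples, so these themes are not independent choices here.

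Estrogen response genes were lower in BAPN replicates 2 and 3 and not in BAPN replicate 1. List levels were −0.05, −0.79 and −0.86 in BAPN replicates 1, 2 and 3, against 0.02, −0.29 and 0.27 in PBS (exact permutation test, 2-sided p = 0.2). Of 95 tested members, 4 fell and 0 rose (6 fell adjusted over the list alone), with a median log2 fold change of −0.34. The 4 were the cadherin CELSR2 (−1.03 ± 0.21, adjusted p = 0.0337), the transcription factor MYBL1 (−1.04 ± 0.25, adjusted p = 0.0497) and 2 genes of low level, DHRS2 (2.86 ± 1.03 to 0.589 ± 0.391 CPM, adjusted p = 0.0354) and OLFML3 (0.574 ± 0.185 to 0.0242 ± 0.021 CPM, adjusted p = 0.0201). The classical estrogen targets GREB1 (222, 110 and 257 CPM in PBS; 150, 42.5 and 39.6 in BAPN; log2 fold change −1.34 ± 0.49, adjusted p = 0.14) and TFF1 (666 ± 223 and 321 ± 221 CPM, −1.05 ± 0.42, adjusted p = 0.162) did not pass. Without BAPN replicate 1 their adjusted p were 0.00173 and 0.00226, with no filter on low counts 1.27e-07 and 2.31e-06, and with the replicate block GREB1 had 0.0416. For GREB1 the groups overlapped (150 CPM in BAPN replicate 1, 110 in PBS replicate 2). These settings reuse the same samples and add no independent evidence. GREB1 and TFF1 passed the filter in the main test, so their lower adjusted p without it does not come from their own counts. The receptor itself, ESR1, was at 1753 ± 72.2 and 1845 ± 219 CPM (0.07 ± 0.11, adjusted p = 0.717), and PGR was near 1 CPM (1.3 ± 0.353 and 0.931 ± 1.29, adjusted p = 0.773; 0.0249 without BAPN replicate 1). CCND1 measured 3260 ± 820 and 2122 ± 771 CPM (−0.62 ± 0.26, adjusted p = 0.178). The list passed camera (adjusted p = 2.68e-08) and lost the call with the correlation of the data (adjusted p = 0.81 with an estimated correlation), and fry against no change gave an adjusted p of 0.39. CELSR2 (60.3% GC) and DHRS2 (50.3% GC) no longer passed after the GC correction, at log2 fold changes of −0.82 ± 0.22 and −2.22 ± 0.47 against −1.03 and −2.26 before (adjusted p = 0.0948 and 0.0514).

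**Figure D2:**
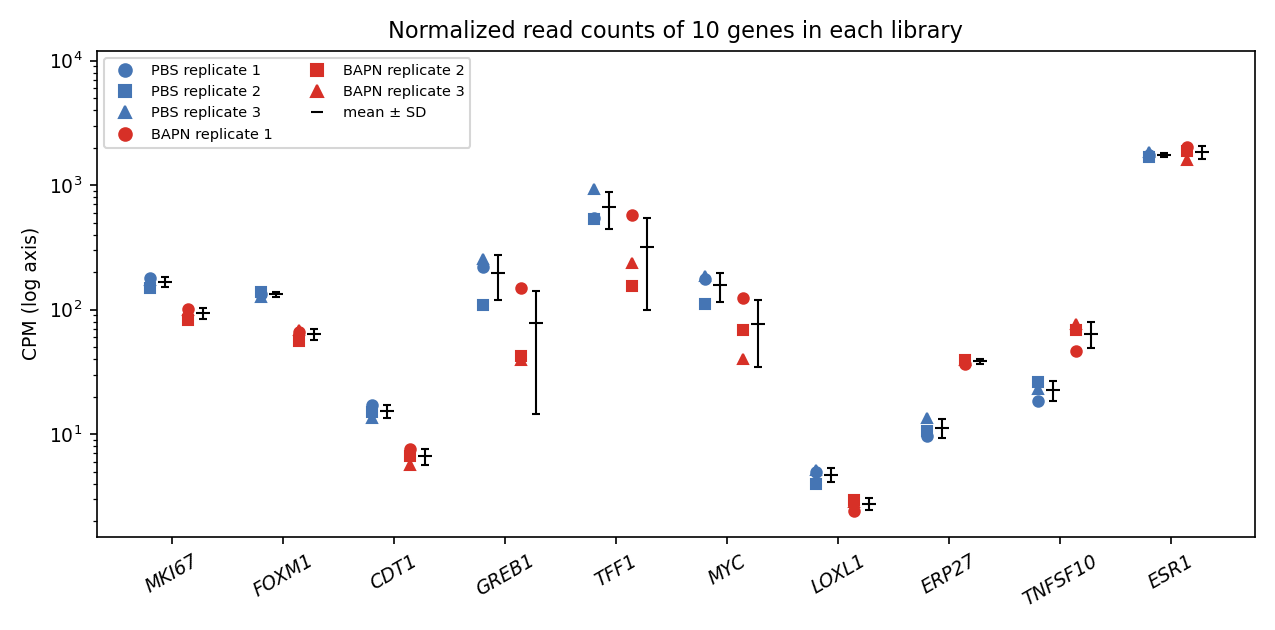
Normalized read counts (CPM, log axis) of 10 genes in each library, with blue PBS points, red BAPN points and black bars for mean ± SD (n = 3). MKI67 was between 82.5 and 100 CPM in BAPN and between 150 and 179 in PBS, whereas GREB1, TFF1 and MYC of BAPN replicate 1 lay within the PBS range.

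MYC measured 157 ± 40.9 CPM in PBS and 77.1 ± 42.5 in BAPN samples (log2 fold change −1.03 ± 0.35, adjusted p = 0.115) and did not pass, and its adjusted p was 0.00425 without BAPN replicate 1 and 4.01e-07 with no filter on low counts. These 2 settings reuse the same samples and add no independent evidence. MYC passed the filter in the main test, so its lower adjusted p without it does not come from its own counts. Of 98 tested MYC targets, 4 fell and 0 rose (2 fell adjusted over the list alone), with a median of −0.09. The 4 were the cell cycle kinases CDK4 (−0.53 ± 0.10, adjusted p = 0.0242) and CDK2 (−0.57 ± 0.14, adjusted p = 0.0489) and the replication genes TYMS (−0.94, adjusted p = 0.0337) and PCNA (−0.81, adjusted p = 0.044). The list passed camera (adjusted p = 0.00802). It did not pass without the members shared with the mitosis and replication lists (91 members, adjusted p = 0.0747), with the correlation of the data (adjusted p = 0.81 with an estimated correlation), or without PBS replicate 1, BAPN replicate 2 or BAPN replicate 3 (adjusted p = 0.0642, 0.0534 and 0.0993). Fry against no change gave an adjusted p of 0.398. CDK4, PCNA and CDK2 no longer passed after the GC correction, with log2 fold changes of −0.42, −0.87 and −0.51 (adjusted p = 0.0569, 0.0537 and 0.0911).

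Unfolded protein response genes had a median of −0.35, and 3 of 31 tested members fell while 0 rose (13 fell and 1 rose adjusted over the list alone). They were the stress factor DDIT3 (240 ± 20.4 to 149 ± 11.7 CPM, adjusted p = 0.0115), the pseudokinase TRIB3 (−0.82 ± 0.18, adjusted p = 0.0352) and CRELD2 (−0.65 ± 0.14, adjusted p = 0.0377). In the cholesterol and fatty acid synthesis list 4 of 32 members fell and 0 rose (9 fell adjusted over the list alone), with a median of −0.12: the sterol isomerase EBP, the desaturases FADS1 and FADS2, and SREBF2, which controls sterol genes, by 0.54, 0.63, 0.72 and 0.50 on the log2 scale (adjusted p = 0.0252, 0.0267, 0.0364 and 0.0339). Both lists passed camera (adjusted p = 2.43e-06 and 0.014) and lost the call with the correlation of the data (for each, adjusted p = 0.81 with an estimated correlation). Fry against no change gave an adjusted p of 0.272 for each. The cholesterol list also failed with the filter of 5 CPM (adjusted p = 0.0729) and without PBS replicate 3 or BAPN replicate 3 (adjusted p = 0.0941 and 0.0993). TRIB3, CRELD2, EBP, SREBF2 and FADS2 lost their calls in the GC correction, at log2 fold changes of −0.61, −0.53, −0.44, −0.34 and −0.54 (adjusted p = 0.097, 0.0748, 0.0557, 0.101 and 0.0999).

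Androgen response was the 1 list that passed camera upward (adjusted p = 0.0312). It lost the call in camera with an estimated correlation (adjusted p = 0.631). That correlation, −0.002, was below the preset of 0.01, so correlation between members does not explain the loss. Of 31 tested members, 6 rose and 0 fell (9 rose and 2 fell adjusted over the list alone), with a median of 0.14. The transcription factor ZBTB10, the fatty acid ligase ACSL3 and TSC22D1 rose by 0.69, 0.46 and 0.65 on the log2 scale (adjusted p = 0.0149, 0.0235 and 0.0293). Fry against no change gave an adjusted p of 0.0838 for the androgen response list. With voom the camera adjusted p was 0.0583, after the GC correction 0.0557, without PBS replicate 2 0.0813 and without BAPN replicate 1 0.115, so the call was lost in these cases. ACSL3 (38.1% GC) also no longer passed after the GC correction (0.30 ± 0.09 against 0.46 before, adjusted p = 0.119).

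The lysyl oxidases, the targets of BAPN, did not pass over all genes tested. LOXL1 (chromosome 15, 73925989 to 73952137) measured 4.72 ± 0.624 CPM in PBS and 2.75 ± 0.3 CPM in BAPN samples, a log2 fold change of −0.78 ± 0.20 (adjusted p = 0.0586). Adjusted over the list alone, 1 of the 4 tested lysyl oxidases, LOXL1, fell and 0 rose. Its transcript is 67.6% GC, and after the GC correction the value was −0.49 ± 0.21 (adjusted p = 0.247). DESeq2 and the test with no filter on low counts called LOXL1 (adjusted p = 0.0197 and 0.0364). Both reuse the same counts of LOXL1 and add no independent evidence. LOX measured 0.746 ± 0.286 and 1.26 ± 0.0862 CPM (adjusted p = 0.223), LOXL2 1.31 ± 0.476 and 2.1 ± 0.189 CPM (adjusted p = 0.232) and LOXL3 10.4 ± 1.03 and 9.74 ± 0.858 CPM (adjusted p = 0.755). LOXL4 reached at most 0.561 CPM and ELN, which encodes elastin, at most 0.301 CPM in any sample, too low to test.

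Other lists of matrix and adhesion genes had 1 or 2 called members each and did not pass camera. Among 20 tested collagens 1 rose and 0 fell (1 and 0 adjusted over the list alone): COL4A5, a basement membrane chain, went from 58.4 ± 11.2 to 106 ± 21.1 CPM (0.86 ± 0.17, adjusted p = 0.0301), while COL1A1 measured 83.4 ± 12.4 and 63.5 ± 8.9 CPM (−0.39 ± 0.13, adjusted p = 0.115). The collagen list did not pass camera (adjusted p = 0.362), but did so upward after the GC correction (adjusted p = 0.0406; adjusted p = 0.604 with an estimated correlation). FBLN1, which encodes fibulin-1 of elastic fibers, fell from 57.1 ± 3.78 to 32.5 ± 3.6 CPM (−0.81 ± 0.11, adjusted p = 0.00925), the 1 of 32 tested elastic fiber and matrix glycoproteins that fell (2 fell and 0 rose adjusted over the list alone). The median (−0.04) and mean (0.08) of that list had opposite signs, and camera gave it a downward direction (adjusted p = 0.556). Of 20 collagen folding genes TMEM38B, an endoplasmic reticulum cation channel, rose by 0.81 ± 0.08 (adjusted p = 0.00551) and 0 fell (1 rose and 2 fell adjusted over the list alone; camera adjusted p = 0.528). Of 28 matrix proteases and inhibitors 2 rose and 0 fell (2 and 0 adjusted over the list alone; camera adjusted p = 0.418): TLL1, a procollagen protease, to 1.33 ± 0.257 CPM from 0.447 ± 0.0256 (adjusted p = 0.0357) and MMP16 by 0.82 (adjusted p = 0.0376). Of 30 integrin and focal adhesion genes 2 rose and 0 fell (2 and 2 adjusted over the list alone; camera adjusted p = 0.577), ITGAV by 0.39 (adjusted p = 0.0342) and ITGB6 by 1.19 (adjusted p = 0.0384). MMP16 and ITGB6 were chosen after their values were seen. Of 23 tested YAP and SRF targets AMOTL2 fell by 0.41 (adjusted p = 0.0342) and CTGF, chosen after its value was seen, rose by 0.97 (adjusted p = 0.0344), the only called members also adjusted over the list alone. That list did not pass camera (adjusted p = 0.204), but did so without PBS replicate 1 or BAPN replicate 1 (adjusted p = 0.0447 and 0.0246; on all samples adjusted p = 0.81 with an estimated correlation). CTGF stayed called after the GC correction (adjusted p = 0.0379), which ended the calls of TLL1, MMP16, ITGAV, ITGB6 and AMOTL2 at log2 fold changes of 1.45, 0.65, 0.23, 1.06 and −0.25 (adjusted p = 0.0595, 0.0887, 0.176, 0.0749 and 0.133).

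**Figure D3:**
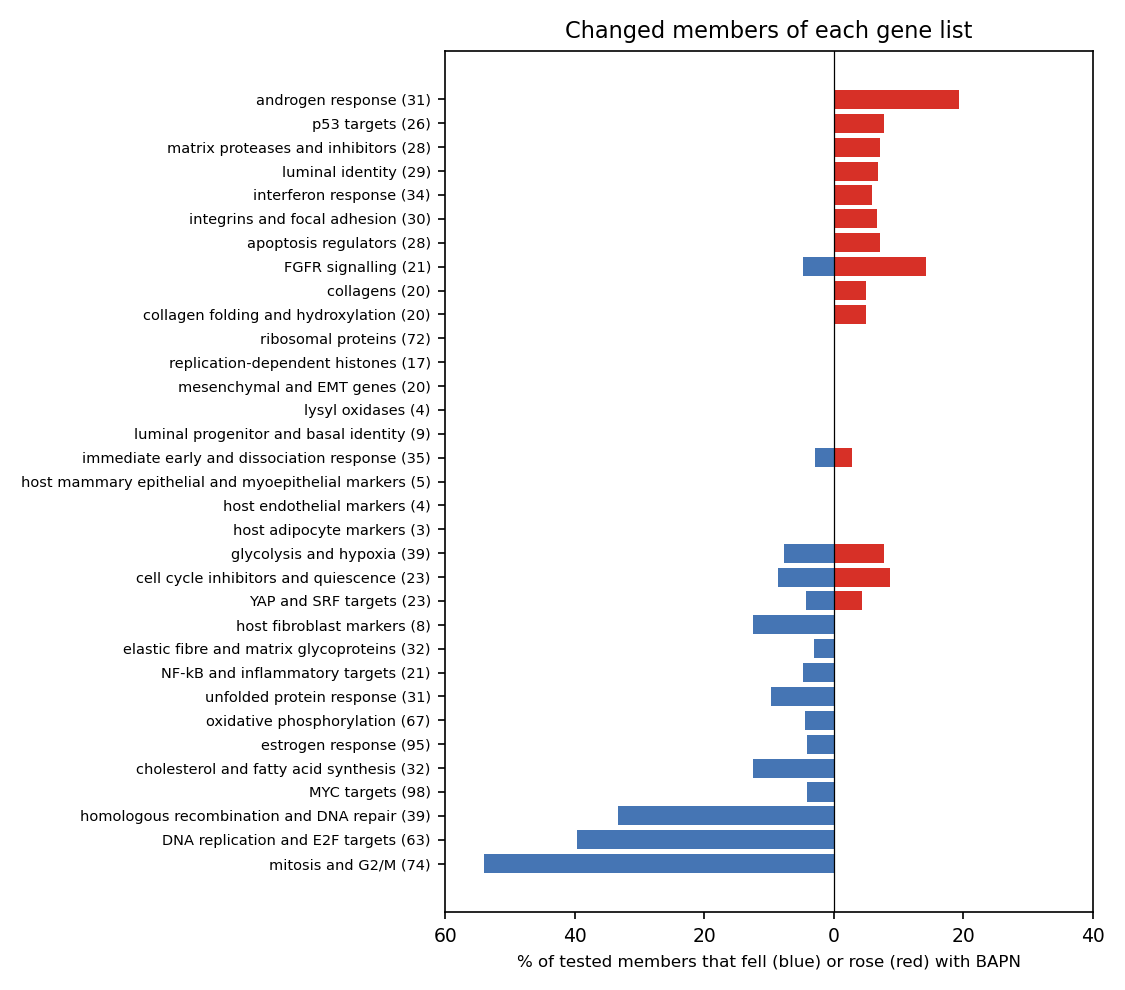
Percent of tested members of each of the 33 gene lists that fell (blue, left) or rose (red, right) with BAPN at an edgeR adjusted p under 0.05; the number of tested members is in parentheses. The mitosis list (40 of 74), the replication list (25 of 63) and the repair list (13 of 39) had the highest shares of fallen members.

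Among protein-coding genes with a mean of at least 5 CPM in the higher group, the largest rise was that of UGT2B4, a steroid and bile acid glucuronosyltransferase on chromosome 4 (69480165 to 69526014), from 2.79 ± 1.32 to 25.9 ± 12.8 CPM (3.21 ± 0.41, adjusted p = 0.00925). It belongs to a family of similar genes whose reads the counting could have divided. The disulfide isomerase relative ERP27 rose from 11.3 ± 2.02 to 38.4 ± 1.81 CPM (adjusted p = 0.0045), the interleukin 1 receptor IL1R1 from 56.4 ± 10.8 to 170 ± 36.7 CPM (adjusted p = 0.00652), and TNFSF10, the death ligand TRAIL, from 22.6 ± 4.03 to 64.2 ± 15.5 CPM (adjusted p = 0.00882). The signaling ligands WNT11 and BMP4 rose by 1.68 and 1.48 on the log2 scale (adjusted p = 0.0352 and 0.0287). The ubiquitin ligase subunit FBXO32 rose from 3.79 ± 0.420 to 10.7 ± 3.08 CPM and the membrane protein TM4SF1 from 2.44 ± 0.475 to 6.92 ± 0.353 CPM (adjusted p = 0.0153 and 0.00941). All 8 were also called after the GC correction. In the 6 fits that left out 1 sample, WNT11, FBXO32 and BMP4 each lost the call in 5. TNFSF10 and TM4SF1 each lost it in 1, and UGT2B4, ERP27 and IL1R1 in 0.

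Among genes above the same level, the largest falls were those of the transcription factor TFCP2L1 (12.7 ± 0.922 to 3.22 ± 2.46 CPM, −1.98 ± 0.41, adjusted p = 0.0338) and the cell surface proteoglycan SDC2 (16.4 ± 1.17 to 4.56 ± 3.06 CPM, −1.85 ± 0.37, adjusted p = 0.0306). BRINP2, CNIH2, FAM184B, PDZD4 and the sphingosine phosphate receptor S1PR2 fell by 1.72, 1.62, 1.59, 1.44 and 1.44 on the log2 scale (adjusted p = 0.0344, 0.0355, 0.0245, 0.0277 and 0.0459). After the GC correction BRINP2, CNIH2, PDZD4 and S1PR2 were no longer called, at log2 fold changes of −1.62, −1.34, −1.17 and −1.28 (adjusted p = 0.0549, 0.0984, 0.0696 and 0.0875). Each fallen gene named here lost its call in 4 or 5 of the 6 fits that left out 1 sample.

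Several lists that did not pass camera also had called members, some of them in both directions. In glycolysis and hypoxia 3 of 39 rose and 3 fell (8 and 8 adjusted over the list alone), in FGFR signaling 3 of 21 rose and 1 fell (5 and 2 adjusted over the list alone), and in oxidative phosphorylation 0 of 67 rose and 3 fell (0 and 3 adjusted over the list alone). The oxidative phosphorylation list (camera adjusted p = 0.0786) passed with no filter on low counts, without PBS replicate 2 and without BAPN replicate 1 (adjusted p = 0.0107, 0.0159 and 0.00333; on all samples adjusted p = 0.865 with an estimated correlation). The luminal progenitor and basal identity list, with 0 of 9 called (1 rose and 4 fell adjusted over the list alone; camera adjusted p = 0.185), passed without PBS replicate 1 or BAPN replicate 1 (adjusted p = 0.0466 and 0.012; on all samples adjusted p = 0.81 with an estimated correlation). In the list of cell cycle inhibitors and quiescence genes 2 of 23 rose and 2 fell (6 and 4 adjusted over the list alone). The luminal marker CD24, a gene with close pseudogene copies, rose from 227 ± 36 to 408 ± 23 CPM (adjusted p = 0.0109), the nuclear receptor NR4A2 from 122 ± 13.2 to 238 ± 42.3 CPM (adjusted p = 0.0116), and the p53 target PLK2 from 274 ± 33.9 to 587 ± 235 CPM (adjusted p = 0.0398). The FGFR signaling inhibitor SPRED1 rose by 0.70 and the interferon-induced OAS2 by 0.63 (adjusted p = 0.0215 and 0.031). The glycolytic enzyme ENO2 fell by 0.95 (adjusted p = 0.00551) while HK2, chosen after its value was seen, rose by 0.83 (adjusted p = 0.0125). The complex I subunit NDUFS8 fell by 0.63, the growth arrest gene GAS6 by 0.69 and the inflammatory transcription factor CEBPB by 0.68 (adjusted p = 0.0139, 0.0195 and 0.0337). CDKN1A, which encodes the cell cycle inhibitor p21, measured 35.4 ± 16.2 and 25.3 ± 10.6 CPM (adjusted p = 0.455). Ribosomal protein genes (72 tested) had 0 called members and a median of 0.01. PLK2, GAS6 and CEBPB lost their calls after the GC correction, at log2 fold changes of 1.08, −0.47 and −0.39 against 1.10, −0.69 and −0.68 before (adjusted p = 0.0617, 0.0783 and 0.237).

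Few markers of mouse cells that the sort could have let through were tested, and their lists did not pass camera. The table holds human gene symbols, so these lists cannot measure how much mouse RNA was present. The list of host fibroblast markers had 8 tested members, of which FBLN1 fell, and levels of −0.11, −0.47 and −0.39 in BAPN replicates 1, 2 and 3 against 0.07, −0.27 and 0.20 in PBS (camera adjusted p = 0.0716). It passed downward with library size only (adjusted p = 0.0455), with no filter on low counts (adjusted p = 0.0453), without PBS replicate 2 (adjusted p = 0.0118) and without BAPN replicate 1 (adjusted p = 0.0434). On all samples it did not pass with the correlation of the data (adjusted p = 0.81 with an estimated correlation). The endothelial (4 tested), adipocyte (3) and mammary epithelial (5) lists had 0 called members (camera adjusted p = 0.304, 0.647 and 0.889). The mammary epithelial list had a median of −0.23 and a mean of 0.13, with a downward camera direction.

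Across genes, the change with BAPN went with GC content. Spearman's rho between log2 fold change and transcript GC content was −0.385 over 17131 genes, which are not independent replicates. In the group of 1712 genes with the lowest GC content (median 36.7%), BAPN replicates 1, 2 and 3 lay 0.15, 0.25 and 0.14 above the PBS mean on the log2 scale. In the group of the same kind with the highest (median 63.5%) they lay at −0.30, −0.23 and −0.15. PBS samples were between −0.05 and 0.07 in these groups.

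**Figure D4:**
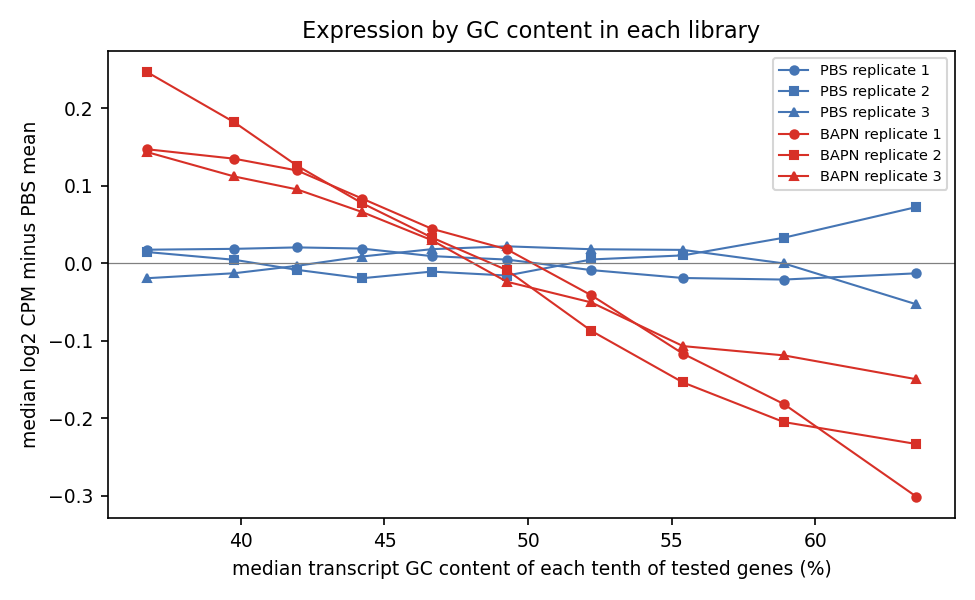
Median log2 CPM minus the PBS mean (vertical axis) for 10 groups of the tested genes ordered by transcript GC content (horizontal axis, median % of each group), with 1 line per library, PBS in blue and BAPN in red. The 3 BAPN lines run from 0.14 to 0.25 in the group of lowest GC to −0.30 to −0.15 in the highest.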

Values the study reported

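The study reported that more than 500 protein-coding genes differed between the xenografted cells of BAPN-treated and control mice at an absolute log fold change above 0.5 and an FDR below 0.05, with 223 higher and 368 lower. The sequenced cells came from the metastatic setting, in which treatment began 5 months after injection and slowed SUM44 growth less than early treatment did. The early treatment, from 3 weeks after injection, lowered SUM44 growth by 75% over 3 months and was a separate experiment. The study also reported lower MKI67 expression and lower gene sets of early and late estrogen response and of MYC targets after BAPN. Pathways of the cell cycle ranked near the top of those lowered, and terms for mitosis, G2/M and DNA repair fell as well.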

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

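The GC correction was chosen after seeing the data, the other alternatives before the data were examined. The cause of a change was not tested unless stated. Against 880 genes, DESeq2 called 1837, no filter on low counts 2198 and the GC correction 322; against 590 protein-coding genes at the study's thresholds they called 1006, 1339 and 267. Voom, the scalings, the stricter filter and the replicate block stayed within 1.5 times of both counts. Leaving out 1 sample gave 43 to 2086 genes and 42 to 1368 protein-coding genes, the highest without BAPN replicate 1; fewer samples lower the count, but that rise has another, untested cause. Of 63 called named genes, 11 were called in all 6 of these fits and 0 reversed: UGT2B4, ERP27, IL1R1, TMEM38B, BUB1B, ESPL1, FOXM1, NCAPG, ENO2, DDIT3 and CD24. The GC correction ended 25 calls among 75 named genes, and LOXL3 went from −0.09 to 0.068. ESR1 ranged from −0.00481 to 0.165 and PGR from −2.77 to 0.0856 without single samples.

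Of the 8 gene lists, 0 passed camera with an estimated correlation and 0 passed fry, a test against no change. The adjusted p were then 0.516 and 0.0733 for mitosis and G2/M, 0.81 and 0.214 for DNA replication and E2F targets, 0.81 and 0.39 for estrogen response, and 0.81 and 0.398 for MYC targets. MYC targets had 0.0747 without shared members and 7.24e-06 to 0.0993 without single samples. On all samples, voom, the scalings, the filters, the replicate block and the GC correction called 7 to 10 lists and kept these 4 calls. Leaving out single samples gave 6 to 11 lists. Lists that did not pass and changed direction (camera adjusted p, or that of fry where named): immediate early and dissociation response with voom (0.889), upper quartile scaling (0.993), library size only (0.955), no filter (0.854) and fry (0.955); apoptosis regulators with voom (0.889); ribosomal proteins with no filter (0.903) and fry (0.996); elastic fibre and matrix glycoproteins (0.724) and glycolysis and hypoxia (0.947) with the GC correction. Without single samples, direction also changed for lysyl oxidases (adjusted p 0.733 to 0.989), host mammary epithelial and myoepithelial markers (0.617 to 0.989), NF-kB and inflammatory targets (0.174 to 0.983), interferon response (0.342 to 0.761), luminal identity (0.216 to 0.756), ribosomal proteins (0.177 to 0.88), immediate early and dissociation response (0.482 to 0.893), apoptosis regulators (0.663 to 0.97) and glycolysis and hypoxia (0.538 to 0.97).

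Samples with the same replicate number did not deviate together (correlations 0.0847, 0.124 and −0.128, and 0 of the 3 pairs were best with their own number). This gives no sign of pairing, but 3 pairs are too few to exclude it. With the replicate block 905 genes, 699 protein-coding genes at the study's thresholds and 8 lists were called. The first principal component separated the groups in each alternative, with exact permutation p of 0.1, or 0.2 without a PBS sample.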

Other observations

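The tests of gene length, chromosomes and library bias for GC, of mitosis and GC for the estrogen list, and of liver RNA for ALB were chosen only after the result was seen. The others were written down before their own result was seen. The test of a state that varies between samples still starts from estrogen list levels already seen, which set BAPN replicate 1 apart. Single genes known to rise when cells stop growing were higher with BAPN, but the list fixed for that theme did not pass. Of 23 tested cell cycle inhibitors and quiescence genes 2 rose and 2 fell (6 and 4 adjusted over the list alone; camera adjusted p = 0.462), and the inhibitor CDKN2D fell by 0.83 (adjusted p = 0.0361). TXNIP, an inhibitor of glucose uptake, went from 107 to 272 CPM on average (log2 fold change 1.35 ± 0.31, adjusted p = 0.043), the cyclin CCNG2 from 34.1 to 60.7 (adjusted p = 0.047), CITED2 from 18.2 to 36.3 (adjusted p = 0.0115), BCL6 from 44.3 to 81.1 (adjusted p = 0.0473) and FBXO32 from 3.79 to 10.7 CPM (adjusted p = 0.0153). After the GC correction TXNIP, CCNG2 and BCL6 no longer passed, at log2 fold changes of 1.27, 0.72 and 0.91 against 1.35, 0.83 and 0.87 before (adjusted p = 0.0732, 0.0997 and 0.0619). CDKN2D did not either (−0.62, adjusted p = 0.117). The genes that rose, known targets of FOXO transcription factors, were chosen after their values were seen, as was CDKN2D. Further FOXO targets not looked at until then (31 tested) had a median log2 fold change of 0.11, with 22 above 0 and 0 called. Camera gave p = 0.0296 for them upward, 0.193 with an estimated correlation and 0.00459 after the GC correction. Higher FOXO activity may thus be part of the response, as a hypothesis that rests on the preset correlation.

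Receptors of the fibroblast growth factor family went both ways, chosen after their values were seen. FGFR3 fell from 219 ± 50.9 to 83.6 ± 42.6 CPM (−1.39 ± 0.33, adjusted p = 0.0452) and FGFR4 rose by 0.54 ± 0.10 (adjusted p = 0.0245), while FGFR1 was at 1751 and 1635 CPM (adjusted p = 0.503). The feedback phosphatase DUSP6 rose from 83.8 ± 4.74 to 143 ± 32.3 CPM (adjusted p = 0.0278). FGFR3 (62.0% GC) no longer passed after the GC correction (−1.16 ± 0.34, adjusted p = 0.12).

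The estrogen response list was 0.77 ± 0.50 higher in BAPN replicate 1 than in BAPN replicates 2 and 3 (log2 scale, 95 members, SE widened by the correlation between members), and the replication list 0.65 ± 0.30. The trend with GC content does not account for this, since the GC correction removed 0.02 and left 0.75, while fewer cells in mitosis stay open: the mitosis list was lower in BAPN replicate 1, at −0.12 ± 0.19, but 1 library against 2 is too few to decide. A state that varies between samples of both groups is a candidate explanation. Across list members, the difference of PBS replicate 2 from PBS replicates 1 and 3 correlated with that of BAPN replicates 2 and 3 from BAPN replicate 1 (Spearman's rho 0.635, percentile 97.6 of 10000 random lists matched on expression, just above the bound set, with a random median of 0.459). Random lists thus correlated too, and they were not matched on the correlation between members. The test therefore does not single out the estrogen genes. In PBS replicates 1 to 3 and BAPN replicates 1 to 3 the host fibroblast markers (0.07, −0.27, 0.20, −0.11, −0.47 and −0.39) and the mesenchymal list (0.02, −0.23, 0.21, −0.16, −0.39 and −0.54) moved in a similar order to the estrogen list (0.02, −0.29, 0.27, −0.05, −0.79 and −0.86). The lists of matrix proteases, of YAP and SRF targets and of cholesterol synthesis were likewise highest in PBS replicate 3 and lowest in BAPN replicates 2 and 3. That feature is thus not particular to fibroblast or mesenchymal genes. What the state is, whether another cell type takes part and whether BAPN shifts it was not tested.

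Other splits of the 6 samples bear on the lists more than on the genes. The real split called 880 genes and the highest of the other splits 1, and at the study's thresholds 590 and 1 protein-coding genes; in both cases only the real one, 1 of the 10 splits, reached that count. For lists, 6 of the 10 splits passed as many as the real one, with 8 lists in the real split and 15 in the highest other, PBS replicate 1 with BAPN replicates 2 and 3 against the rest. With 10 splits no share under 0.05 can be had. Camera with its preset correlation thus also called lists for splits that do not follow treatment. Among the lists called in the real split, estimated correlations ran from −0.002 (androgen response) to 0.797 (DNA replication), with 0.325 for mitosis. The preset is 0.01, and where members correlate more than that, its p-values are too small. Whether that alone gave these calls was not tested, and each such split keeps a part of the treatment difference.

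Genes of high GC content were lower in all 3 BAPN libraries. Gene length does not account for this, since the correlation of log2 fold change with GC was −0.317 or stronger within each of 3 classes of exon length. Copy number differences of whole chromosomes do not either, since the correlation was below 0 within each of 23 chromosomes, the weakest at −0.146. Differences of smaller segments were not tested. GC bias from library preparation or sequencing cannot be told apart from an effect of BAPN: the per-library correlations split exactly by treatment (exact permutation p = 0.1), and the labels name no batch. An effect of BAPN on GC-rich transcripts and a clonal difference in expression stay open and were not tested.

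ALB, which encodes serum albumin and is known for the liver, had the highest count of all genes in each library, between 13934 and 24226 CPM, and did not pass the test (0.18 ± 0.18, adjusted p = 0.594). The related AFP was at 251 ± 13.2 and 260 ± 17.8 CPM. RNA from liver cells does not account for it: the median of 15 other abundant hepatocyte genes was at most 0.000266% of ALB, with HPX (14.2 CPM) and SERPINA1 (10.7 CPM) the highest, and APOA1 at 0.0561 CPM. The sort on RFP would also remove such cells. No biological explanation was tested.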
